# Mating system variation drives rapid evolution of the female transcriptome in *Drosophila pseudoobscura*

**DOI:** 10.1002/ece3.1098

**Published:** 2014-05-06

**Authors:** Elina Immonen, Rhonda R Snook, Michael G Ritchie

**Keywords:** *Drosophila*, gene expression, microarray, polyandry, sexual selection

## Abstract

Interactions between the sexes are believed to be a potent source of selection on sex-specific evolution. The way in which sexual interactions influence male investment is much studied, but effects on females are more poorly understood. To address this deficiency, we examined gene expression in virgin female *Drosophila pseudoobscura* following 100 generations of mating system manipulations in which we either elevated polyandry or enforced monandry. Gene expression evolution following mating system manipulation resulted in 14% of the transcriptome of virgin females being altered. Polyandrous females elevated expression of a greater number of genes normally enriched in ovaries and associated with mitosis and meiosis, which might reflect female investment into reproductive functions. Monandrous females showed a greater number of genes normally enriched for expression in somatic tissues, including the head and gut and associated with visual perception and metabolism, respectively. By comparing our data with a previous study of sex differences in gene expression in this species, we found that the majority of the genes that are differentially expressed between females of the selection treatments show female-biased expression in the wild-type population. A striking exception is genes associated with male-specific reproductive tissues (in *D. melanogaster*), which are upregulated in polyandrous females. Our results provide experimental evidence for a role of sex-specific selection arising from differing sexual interactions with males in promoting rapid evolution of the female transcriptome.

## Introduction

During sexual interactions, each sex forms the social environment against which the other sex evolves (Wolf et al. 1998). Changes in the operational sex ratio alter the sexual environment and thus the strength of sexual selection (Kokko et al. 2006). Changes in operational sex ratio also change the mating system. Mating systems are a key factor in many evolutionary processes, including sexual selection (Birkhead and Pizzari 2002), speciation (Martin and Hosken 2003; Ritchie 2007), evolutionary conflicts between the sexes (Parker 1979; Chapman et al. 2003; Parker 2006), kin selection and social interactions (Hughes et al. 2008). In polyandrous mating systems, females mate with multiple males providing the opportunity for both pre- and postcopulatory intra- and intersexual selection, which are reduced or absent under monogamy. Many studies have examined how mating systems influence male and female behavioral, morphological, and physiological traits. Likewise, microarray and sequencing studies have found that genes with higher expression in males, which are usually related to reproduction, show greater rates of both coding sequence and expression divergence among related species compared to unbiased or female-biased genes (Ellegren and Parsch 2007). This pattern has been suggested to be due to the strength of sexual selection on males. However, how mating systems influence female molecular evolution is relatively unknown (Pointer et al. 2013; Hollis et al. 2014). Sex-specific selection arising from mating system variation should also have a strong effect on females and plays a key role in driving the evolution of female reproductive genes (Mank et al. 2013).

Mating system variation can impose divergent sex-specific selection on females in multiple ways. Polyandry commonly increases female fecundity in insects (Arnqvist and Nilsson 2000), though the reasons for this are not well understood. Premating or cryptic female choice can increase the genetic quality, diversity, or compatibility of offspring (Jennions and Petrie 2000; Andersson and Simmons 2006; Slatyer et al. 2011). Thus, polyandry potentially influences both selection for direct and indirect fitness benefits to females, and for female resistance to direct and indirect costs of mating (e.g., Chapman et al. 1995; Crudgington and Siva-Jothy 2000; Wigby and Chapman 2005; Franklin et al. 2012; Lehtonen et al. 2012). Sexually antagonistic effects that arise indirectly from male adaptations to competition can lead to a coevolutionary arms race between the sexes (Holland and Rice 1998). Sexual interactions with multiple males are therefore expected to lead to both strong positive and antagonistic selection on females, which are predicted to influence patterns of gene expression. Despite these predictions, little is known about female evolutionary responses to different mating systems (Kvarnemo and Simmons 2013) and particularly so for gene expression (Mank et al. 2013). While several studies have utilized microarrays to identify genes in females that are involved in sexual interactions, such as those responding to male courtship stimuli (Cummings et al. 2008; Immonen and Ritchie 2012) or mating (McGraw et al. 2004; Mack et al. 2006; McGraw et al. 2008; Innocenti and Morrow 2009; Dalton et al. 2010), the evolution of gene expression due to sexual or sex-specific selection arising from intersexual interactions is poorly understood (Hollis et al. 2014).

Here, we use an experimental evolution approach to manipulate the intensity of selection from sexual interactions above or below the level naturally experienced by females in *Drosophila pseudoobscura* populations for 100 generations, followed by microarray analysis of females, to enumerate and identify the genes and their functions that respond to this experimental manipulation in females. The manipulations were obligate monogamy (M, single male and female housed together) and thus no sexual selection, and elevated polyandry (E; one female housed with six males which is at least twice the number of mates that females have typically been found to mate with in the wild) (2–3 males; Anderson 1974). We expect strong selection in the polyandrous manipulation as a consequence of both intrasexual selection (through both male–male competition and sperm competition) and intersexual selection (through both female choice and cryptic female choice) and sexual conflict. Note that because in each treatment there is only one female, no selection from female–female interactions arises, and thus, any changes in females are likely a direct consequence of intersexual interactions, or due to genetic correlations between the sexes when selection acts on males. Previous work on this system has found divergence in phenotypic traits presumed to be under sexual selection. For example, E males have faster courtship song (Snook et al. 2005), higher courtship frequency (Crudgington et al. 2010), and larger accessory glands (Crudgington et al. 2009) that produce seminal fluid proteins, which in *D. melanogaster* influence male and female fitness (Chapman et al. 1995; Wigby et al. 2009; Avila et al. 2011). Sexual conflict occurs given that E, but not M, males harm M females by reducing the total number of offspring (Crudgington et al. 2010). On the other hand, coevolution with multiple males has benefitted females because E females show higher fecundity and offspring hatching success when mated to ancestral males (i.e., males from a moderately polyandrous mating system), whereas M females do not (Crudgington et al. 2005).

We use this system to examine how selection from mating system variation influences the evolution of the female transcriptome, to estimate how much of the female transcriptome responds to differing selection regimes, and to identify the functions of any responding genes. We use data from a study of both sexes in a wild-type strain of *D. pseudoobscura* to ask if the genes identified as having altered gene expression in females are disproportionally normally female-biased in expression, which is predicted from sex-specific selection but rarely experimentally demonstrated (Hollis et al. 2014).

## Methods

### Mating system treatments

We experimentally manipulated the opportunity for sexual selection and intersexual conflict via changes in the mating system through either enforcing monogamy (1:1 sex ratio with random mate assignment; M) or elevating polyandry (1:6 sex ratio; E) (e.g., Crudgington et al. 2005; Bacigalupe et al. 2008; Crudgington et al. 2009). The design allows for differences in the number of progeny produced by females to be reflected in the composition of the next generation (Crudgington et al. 2005), analogous to natural selection. Potential differences in maternal and environmental effects of experimental flies were controlled by maintaining flies in identical conditions prior to the experiments (Crudgington et al. 2009, 2010). Two of four replicate populations were used in this study for each of the mating system treatments. The number of families contributing to the next generation depends on treatment, an approach that has successfully standardized Ne between treatments (Snook et al. 2009) thus minimizing biases due to drift between treatments. Furthermore, we only conclude responses are due to treatment when they are seen consistently across replicates, and thus, observed evolutionary changes are driven by response to selection rather than to drift.

#### Sample preparation

We used females that had undergone 100 generations of experimental evolution under the M and E selection regimes. Experimental flies were generated using standard densities of 100 first instar larvae per food vial (Crudgington et al. 2010). Virgin flies were collected and sexed under light CO_2_ anesthesia and used for the experiments 5 days after eclosion. The females were anesthetized with CO_2,_ five randomly chosen whole flies per treatment were pooled to form each sample and stored in RNAlater (Qiagen, Düsseldorf, Germany). Three replicate biological samples were prepared for each treatment from each replicate population, resulting in a total of 12 samples. 

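The 12 samples comprised 6 of E virgin females and 6 of M virgin females, 3 from each of the 2 replicate populations of a regime, which are called E1, E2, M1 and M2 here. A sample is named by its population and its biological replicate, so that M virgin 1-2 is biological replicate 2 of population M1. RNA of each sample was labeled with a single dye and hybridized to its own array, on which the brightness of a spot measures how much labeled RNA has bound to the probe there. The authors deposited the scanner output of every array, which gives the mean intensity of each spot and the median intensity of its local background without normalization. They also deposited a table of log2 values, corrected for background and normalized between arrays. The scanner output was used here. Between 74.4% and 81.7% of the non-control spots were well above background in the E samples (median 78.3%), and between 77.3% and 80.9% in the M samples (median 79.3%). The median spot intensity ranged from 156 to 220 in E and from 204 to 248 in M, and 0 non-control spots were saturated. The number of arrays and the number of populations per regime limit the precision of a comparison between regimes.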

RNA extraction, microarray hybridization, and image scanning were performed by the Liverpool Microarray Facility at the University of Liverpool (see http://www.liv.ac.uk/lmf/protocols.htm for details).

### Analysis

#### Differential expression

We used Agilent 1-color custom 4-plex 44K oligonucleotide microarrays (GEO platform GPL15171) (Jiang and Machado 2009) to test for differential gene expression between the treatments. Microarrays offer the advantage of getting expression information on the gene level using an annotated chip. The array platform contains 45,220 spots with positive and negative controls and oligonucleotide probes representing 18,850 unique gene predictions from the *D. pseudoobscura* genome. Gene annotations were done using the *D. pseudoobscura* genome annotation 2.2 (Jiang and Machado 2009). The array also contains *D. persimilis*-specific probes, which were excluded from our analysis. Both tissue and functional enrichment analyses were done using *D. melanogaster* orthologs (obtained from C. Machado; Jiang and Machado 2009). 

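The scanner output of each array held 42819 spots, 1417 of them controls. Of the 41402 other spots, 37641 carried probes for 18771 gene predictions of *D. pseudoobscura* and 1528 carried *D. persimilis*-specific probes. A further 1052 and 1051 spots represented the forward and the reverse strand of Y chromosome sequence, 46 the mitochondrial genome and 84 noncoding RNA. The array represented 3895 gene predictions with 1 probe, 10941 with 2, 3876 with 3 and 59 with 4. It named 163 of the predictions by a GA number and the other 18608 by the number of the prediction alone (GLEAN numbers), so that most GA numbers used here were taken from the pairs listed in Table S1. The *D. persimilis*-specific probes were removed after the arrays had been normalized.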

The microarray data have been submitted to Gene Expression Omnibus with accession number GSE35410.

Packages within Bioconductor (Gentleman et al. 2004) (URL: http://www.bioconductor.org) in R (version 2.13.0) (R Development Core Team 2011) (URL: http://www.R-project.org) were used for data preprocessing and analyses. Raw intensity values were corrected for background hybridization using “normexp” with method = “mle,” and between-array normalization performed using “quantile,” as implemented with package “limma” (Smyth and Speed 2003; Smyth 2005). An average intensity value for annotated replicate probes was calculated with “genefilter” (Gentleman et al. 2011), resulting in a total of 15,734 annotated unique genes to be retained for the analysis.

To test for differential gene expression between the two selection treatments, we fitted a linear model using the “limma” package with empirical Bayes approximation of the standard errors using “eBayes” (Smyth 2004, 2005) and the replicate of the selection regime included as a random factor (Smyth 2005). 

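Here the mean spot intensities were corrected for the median local background with "normexp" (method "mle", offset 0), control spots and spots marked as outliers by the scanner software were removed, and the log2 values of the 12 arrays were normalized by "quantile". Probes of a gene prediction were averaged, and all predictions were kept, since the pairing of every prediction with an annotated gene was not used here. The linear model had the regime as its term, and the replicate of the selection regime was read as the population (E1, E2, M1 or M2) and entered as a random block through the function duplicateCorrelation. This reading matters because a population belongs to a single regime, so that differences between populations of a regime count as error in the comparison of regimes. Samples of the same population were correlated by 0.240 on average over genes. The same model without the block treats the 6 samples of a regime as independent replicates.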

The *P*-values of the moderated *t*-statistics were adjusted by estimating the false discovery rate (FDR) to control for multiple testing (Benjamini and Hochberg 1995) with a cutoff of <5%.

#### Tissue enrichment

To examine the tissues implicated in differential gene expression response to mating system variation, we used the FlyAtlas dataset (Chintapalli et al. 2007) of *D. melanogaster* to test patterns of tissue enrichment of *D. pseudobscura* orthologs. From the FlyAtlas data, we included only the adult tissues, and a gene was deemed enriched in the focal tissue if it showed at least twofold higher expression relative to whole body (Innocenti et al. 2011). We tested for tissue enrichment among: (1) all the differentially expressed genes, (2) genes upregulated in E females, and (3) genes upregulated in M females. As a further examination of differential tissue-specific responses, we also tested for significant deviance from a 1:1 ratio in the proportion of genes with higher expression in E versus M females for each tissue type, that is, we tested if E and M females are equally likely to upregulate the differentially expressed genes for that tissue type. We used chi-square tests, and all the reported *P*-values are Bonferroni-corrected for multiple testing.

#### Functional enrichment

We performed functional enrichment analyses with Database for Annotation, Visualization and Integrated Discovery (DAVID) (Dennis et al. 2003; Huang et al. 2009) for the datasets of differentially expressed genes. We used the following databases: Gene Ontology (GO) database with levels of “Biological Processes,” “Molecular Functions,” and “Cellular Component”; Integrated Documentation Resource for Protein Families, Domains, Regions and Sites (INTERPO) database; Kyoto Encyclopedia of Genes and Genomes (KEGG), as implemented within DAVID (Dennis et al. 2003; Huang et al. 2009). The overrepresentation of functional annotations among the differentially expressed genes was assessed using the Functional Annotation Clustering tool, which we applied for all the genes (1) upregulated in E or M females and (2) for the tissues overrepresented among the upregulated genes in E or M.

#### Patterns of expression changes in sex-biased genes

To classify genes expressed differentially between M and E females with respect to a wild-type pattern of sex bias, we used a microarray dataset that previously determined the sex bias status of genes in *D. pseudoobscura* (Jiang and Machado 2009), obtained via the SEBIDA database (Gnad and Parsch 2006). This study of sex bias used the same array platform as the present study. Following the original study, we used a false discovery rate (FDR) (Benjamini and Hochberg 1995) cutoff 0.0001% (*q*-value < 0.000001) for identifying sex-biased differentially expressed genes. The sex bias classification was used to test for potential effects of treatment on normally female- and male-biased genes expressed in females. As the direction of sex bias is broadly consistent between closely related species (Jiang and Machado 2009), we consider that data from a study of a wild-type strain of the same species used here will be unlikely to result in any systematic bias in the direction of sex bias gene expression.

We used chi-square tests to determine whether there are disproportionate numbers of sex-biased and unbiased genes among the differentially expressed genes. The expected numbers were calculated based on the proportions of female-, male-, and unbiased genes among the genes included in the analysis of differential expression (15,734), which is close to the number of annotated coding sequences in *D. pseudoobscura* genome (16,071 in annotation 2.2). Chi-square tests were also used to test whether the proportions of female- and male-biased genes upregulated in M versus E females were significantly different from the overall proportions of upregulated genes in each female treatment observed across all differentially expressed genes. In order to test if these patterns are exclusive to genes expressed in the female reproductive system, we repeated the analysis after excluding all the female reproductive tract genes (enriched by at least twofold either in ovaries or in mated/virgin spermatheca) using the FlyAtlas data. Binomial exact tests were used to test whether sex-biased and all of the differentially expressed genes between M and E females show any disproportionate patterns of chromosome distribution. The expected number of genes in each chromosome was calculated based on the pattern observed for chromosome distribution of the genes in the *D. pseudoobscura* genome.

We also compared the expression of the sex-biased genes identified as being differentially expressed between M and E females to wild-type females (female-biased *N* = 996; male-biased *N* = 599), in order to test the putative direction of changes in gene expression as a consequence of mating system variation. The wild-type female gene expression arrays (Jiang and Machado 2009) were normalized together with the experimental female arrays (Rung and Brazma 2013) (following the same method as above), and a linear model was fitted to obtain estimates of expression difference for wild-type females and each of the experimental females using “limma” (Smyth and Speed 2003; Smyth 2005). We categorized the genes of interest based on their sex bias in the wild-type and calculated average expression in each female type for these genes using the normalized intensity values (Fig. 6A–B). We then counted the male- and female-biased genes that showed higher relative expression (logFC) in each of the experimental female types when compared to the wild-type (Fig. 6C) and tested whether the proportion of upregulated female-biased genes differs significantly from upregulated male-biased genes, using chi-square tests.

## Results

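Of the 18771 gene predictions tested in virgin females, 439 (2.34%) were differentially expressed between E and M females in limma after adjustment for multiple testing, 214 with higher expression in E and 225 with higher expression in M. Before adjustment, 3240 predictions had P below 0.05. The number rested on the samples in the model and on how differences between populations entered its error. It was 234 without E virgin 2-1. It was 2127 without population E1, where 1 E population was left and the estimated correlation within populations was 0.054 in place of 0.240. It was 2596 without selection replicate 1, where E2 and M2 alone were left and no block was used. All differences between those 2 populations then count as a difference between regimes. The count was 0 with 1 value per population, a test of 2 against 2 (1663 genes at unadjusted P below 0.05). Slide as a block left 1 gene, but few slides hold virgin samples of both regimes. In a model with the 4 populations as groups, the error is the spread between samples of a population alone. Between single populations, 3 samples against 3, 1373 genes differed for E1 against E2 and 1123 for M1 against M2. Across regimes there were 1208 for E1 against M1, 1599 for E1 against M2, 3150 for E2 against M1 and 3799 for E2 against M2. The 4 populations can be parted 2 against 2 in 3 ways. In that model the parting by regime, 6 samples against 6, gave 3570 genes. E1 and M1 against E2 and M2 gave 1105, and E1 and M2 against E2 and M1 gave 1426. With population as a random block, the parting by regime gave the 439 genes (1762 without the block), E1 and M1 against E2 and M2 gave 0 (111 without the block), and E1 and M2 against E2 and M1 gave 15 (209). The division between the regimes rested on the scaling of the arrays: with scaling to the 75th percentile in place of quantile normalization, 112 genes were higher in E and 284 in M, and with the scanner's processed signal 60 and 186. Among the genes whose E and M samples did not overlap, 3 predictions without a GA number here had some of the largest differences. GLEAN_08263 was higher in E, 6.04 ± 0.34 (SD of normalized log2 intensity, n = 6) against 3.10 ± 1.25 in M (log2(E/M) 2.94, standard error 0.650, adjusted P = 0.0360), but was well above background on only 1 of 6 M arrays, so that its level in M is close to a bound. GLEAN_19859 was higher in M (log2(E/M) -4.49, standard error 0.651, adjusted P = 0.00641), and so was GLEAN_19857 (log2(E/M) -4.42, standard error 0.643, adjusted P = 0.00641). M virgin 1-2 lay apart from the other M samples in both, at 6.38 and 7.62 against 9.24 to 9.93 and 10.58 to 11.29.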

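All 439 genes differed in the same direction in both selection replicates, that is, between E1 and M1 and between E2 and M2, against 58.7% of all genes tested. These genes were chosen on the same samples, which favors a shared direction. For a value free of that choice, genes were called in one selection replicate, 3 samples against 3, and followed in the other. Of 641 genes called between E1 and M1, 421 (65.7%) had the same direction between E2 and M2, and of 2596 genes called between E2 and M2, 1726 (66.5%) had the same direction between E1 and M1. Across all genes, which are not independent replicates, Spearman's rho between the log2(E/M) of the 2 selection replicates was 0.200. The paper attributes a response to the treatment only where it is seen across the replicate populations, and reasons that such changes are driven by selection rather than by drift.

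**Figure D1:**
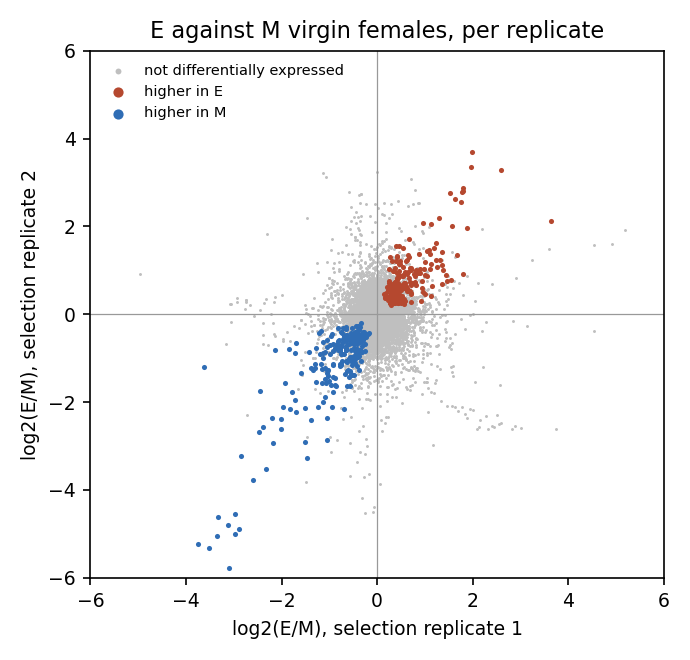
log2(E/M) of each gene prediction in selection replicate 1 (E1 against M1, x axis) and selection replicate 2 (E2 against M2, y axis), virgin females. Red points are the 214 genes with higher expression in E, blue points the 225 with higher expression in M, and grey points all other predictions. All red points lie above 0 and all blue points below 0 on both axes.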

We observed large-scale divergence in gene expression between virgin females subjected to enforced monogamy or elevated polyandry for 100 generations: 2280 genes were significantly differentially expressed, which constitutes 14% of the transcriptome (Table S1 for all the differentially expressed genes and Table 1 for the top 50, with annotations on wild-type sex bias and Gene Ontology Biological Process). The differentially expressed genes had a significant overrepresentation of hindgut-, trachea-, and salivary gland-enriched genes and underrepresentation of virgin spermathecal genes, along with the expected underrepresentation of genes associated with male-specific tissues (male accessory gland and testis) (Table A1). Separate analysis by treatment showed that the genes with higher expression in E females contained a significant excess of ovary-enriched genes (Table A2, Fig. 1). Differentially expressed genes enriched in the ovaries were involved in mitosis- and meiosis I-related processes (Table S2). Genes upregulated in M females showed overrepresentation of those expressed in the head, heart, eyes, hindgut, midgut, fatbody, crop, thoracic ganglion, trachea, and virgin spermatheca (Table A2, Fig. 1). The functional terms associated with the differentially expressed genes enriched in these tissues are presented in Tables S3-12. Some of these tissues show correlated expression profiles (Figs. A1, 8 A2) and have many functional terms in common. For example, the head- and eye-enriched genes shared terms associated with visual perception (Tables S3-4), and the hind- and midgut genes with metabolic processes (Tables S5-6). Consistent with these patterns, similar functional terms were significantly enriched when all the genes upregulated in E (Table S13) or M (Table S14) females were considered separately without *a priori* classification of genes by tissue. Overall, these results suggest that selection due to elevated polyandry has favored higher expression in E females of genes that are associated with ovaries and ovarian function while selection under monandry has favored higher expression of genes in females associated with somatic tissues.

**Table 1:** Fifty most significantly differentially expressed genes between experimental polyandrous (E) and monandrous (M) females (FDR adjusted *p* value <0.000003)

GA number	logFC(E/M)	GO BP	Wt sex bias
GA16027	2.30		M
GA14428	1.87		Ub
GA18222	1.70		F
GA19985	1.46		F
GA22618	1.34		Ub
GA11784	1.25	Defense to fungus (m)	F
GA12421	1.18	Actin cytoskeleton organization (m)	F
GA13248	1.08	Sleep (m)	F
GA15295	1.06		Ub
GA23473	0.90		Ub
GA17206	0.89	Wound healing (m)	F
GA27664	0.89		Ub
GA12788	0.77		Ub
GA23837	0.76	Neurogenesis (m)	F
GA20067	0.75		Ub
GA20664	0.69	Notch signaling (gi), biological regulation (m)	Ub
GA13111	0.68	Regulation of transcription (ss)	M
GA22876	0.64		Ub
GA14417	0.61	Mitosis (m)	F
GA22002	0.58	Lipid metabolic process (ea)	F
GA11182	0.53	Nucleic acid binding (ea)	F
GA11060	0.52	Adult life span (m), locomotor behavior (m)	M
GA18032	0.52	DNA damage repair (m)	F
GA20641	0.52	Apoptosis (m)	Ub
GA22300	0.51	Actin filament organization (m), behavioral response to ethanol and nicotine (m)	F
GA20233	0.48	Oxidation–reduction (ea)	F
GA11554	0.47		F
GA16655	0.45	Oxidation–reduction (ea)	F
GA12981	0.44		F
GA14866	0.44		M
GA13074	0.43	Mitosis (m), lateral inhibition (m), neurogenesis (m)	F
GA13258	0.42	Regulation of transcription (m)	F
GA27130	0.39		F
GA16770	0.30		F
GA17499	−0.42	Brain development (m), associative learning (m), long-term memory (m)	F
GA20879	−0.50		F
GA13844	−0.54	Positive regulation of Notch signaling pathway (m)	F
GA17094	−0.54	Neurogenesis (m)	F
GA24337	−0.63	Alternative splicing (m)	Ub
GA18033	−0.72	Sleep (m), locomotor behavior (m)	M
GA24833	−0.91		M
GA11415	−1.00	Flight behavior (m), visual perception (m), cuticle pigmentation (m), dopamine biosynthetic process (m)	Ub
GA24793	−1.02		M
GA18512	−1.21	Phagocytosis (m), retinal metabolic process (m)	M
GA27173	−1.56		M
GA19482	−1.78	Neurogenesis (ea)	M
GA26669	−2.23	Lipid catabolic process (m)	M
GA25502	−2.43	Circadian rhythm (m, da, gi), mitosis (m), regulation of lipid metabolism (m)	Ub
GA29241	−2.95	Gravitaxis (m)	Ub
GA25504	−3.34		Ub

Ub, unbiased; F, female-biased; M, male-biased.

logFC = log2 of fold difference in expression with positive values indicating higher relative expression in E and negative in M females. 

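Table S1 pairs 42 of the 50 genes of Table 1 with a prediction on the array. All 42 were differentially expressed in the samples as analysed here, in the printed direction, in both selection replicates and with no overlap between the 6 E and the 6 M samples. Of the genes with the largest printed increase in E, GA16027 had a normalized log2 intensity of 8.79 ± 0.41 (SD, n = 6) in E and 6.14 ± 0.68 in M, a log2(E/M) of 2.66 (standard error 0.361, adjusted P = 0.00435, limma). It was 1.97 in selection replicate 1 and 3.34 in selection replicate 2, and M virgin 1-2 lay apart from the other M samples, at 7.46 against 5.52 to 6.12. GA22618 differed by 2.88 (standard error 0.407, adjusted P = 0.00538), GA14428 by 2.14 (standard error 0.377, adjusted P = 0.0143), GA18222 by 1.78 (standard error 0.174, adjusted P = 0.00085) and GA19985 by 1.59 (standard error 0.246, adjusted P = 0.00753). In GA19985, too, M virgin 1-2 lay apart, at 7.813 against 7.06 to 7.33.

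Of the genes with the largest printed increase in M, GA25502, annotated with circadian rhythm, mitosis and regulation of lipid metabolism, had 5.07 ± 0.34 in E and 9.50 ± 1.72 in M (log2(E/M) -4.43, standard error 0.789, adjusted P = 0.0151). The wide spread in M came with M virgin 1-2, at 6.16 against 9.58 to 10.90 in the other M samples. In GA25504 (log2(E/M) -3.89, standard error 0.699, adjusted P = 0.0154) that sample was at 7.11 against 10.30 to 11.03, and in GA29241 (log2(E/M) -2.55, standard error 0.346, adjusted P = 0.00435) at 6.07 against 7.29 to 7.74. The 2 probes of GA29241 gave unequal differences, -0.10 and -5.01, and so did those of GA19482, -0.65 and -3.01. GA19482 differed by -1.83 on average (standard error 0.216, adjusted P = 0.00191) and GA26669, annotated with lipid catabolism, by -2.28 (standard error 0.293, adjusted P = 0.00327).

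The genes annotated with mitosis or lipid metabolism went both ways. GA25502 and GA26669, given above, were higher in M, whereas GA14417 was higher in E by 0.64 (standard error 0.0745, adjusted P = 0.00172, 1 probe), GA13074 by 0.43 (standard error 0.0845, adjusted P = 0.0228) and GA22002 by 0.60 (standard error 0.109, adjusted P = 0.0162). GA11415, annotated with visual perception, had 8.52 ± 0.12 in E and 9.56 ± 0.15 in M (log2(E/M) -1.04, standard error 0.105, adjusted P = 0.00085), with E virgin 2-1 apart from the other E samples at 8.75 against 8.38 to 8.52. The differences in GA14417, GA13074, GA22002 and GA11415 were small in log2 but left no overlap between the E and the M samples.

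**Figure D2:**
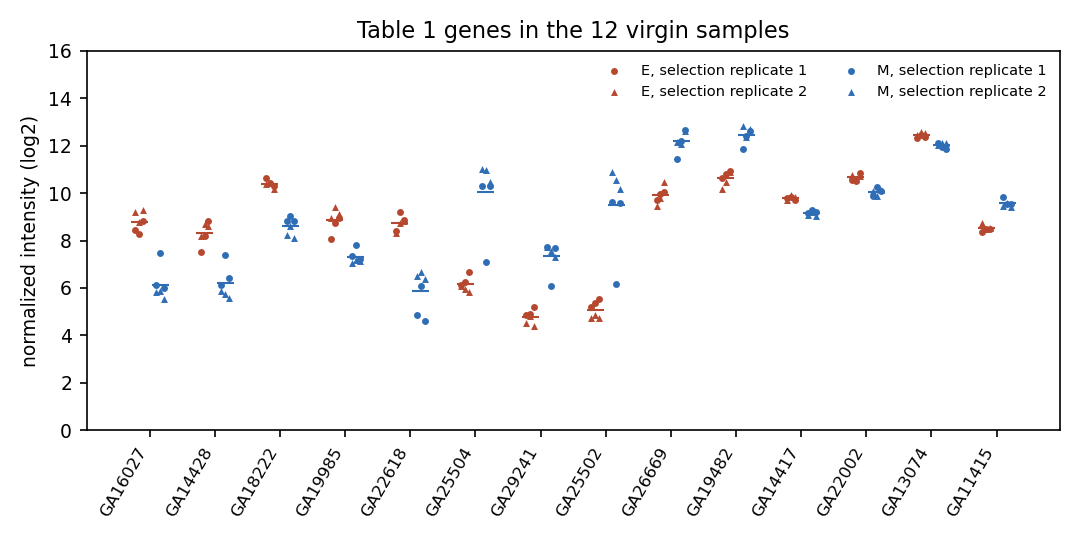
Normalized log2 intensity of 14 genes of Table 1 (x axis) in each of the 12 virgin samples (y axis), red for E and blue for M, circles for selection replicate 1 and triangles for selection replicate 2. Bars are the means of the 6 samples of a regime. No red and blue points of a gene overlap, and 1 M sample stands apart in GA25502 at 6.16.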

GO BP = representative Gene Ontology term for Biological Process (from FlyBase using *D. melanogaster* ortholog annotation); evidence inferred from (m) mutation phenotype, (gi) genetic interaction, (da) direct assay, (ea) electronic annotation, (ss) structural similarity. Wt sex bias from Jiang and Machado (2009).

**Figure 1:**
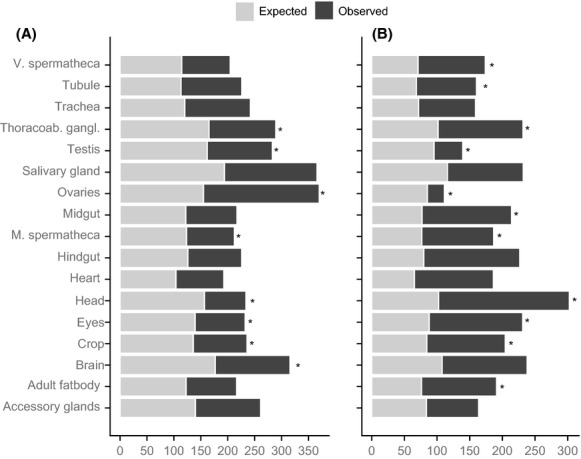
Tissue enrichment among the differentially expressed genes upregulated in (A) polyandrous and (B) monandrous females. Expected values are from chi-square tests, based on *Drosophila pseudoobscura* orthologs in the *D. melanogaster* FlyAtlas dataset. *Bonferroni-corrected *P*-value <0.05.

We also tested for deviance from 1:1 in the proportion of differentially expressed genes upregulated in each female type for each tissue. Consistent with the above tissue enrichment analysis, E females had a significantly higher proportion of upregulated genes in the ovaries but also in the salivary gland and trachea, whereas M females showed a significantly higher proportion of upregulated genes in the eyes, head, heart, hindgut, and midgut (Table A2, Fig. 2). While genes normally expressed in male-specific tissues are, as expected, underrepresented among the differentially expressed genes of females overall (Table A1), we observe a few hundred such genes (e.g., testis and accessory glands) with higher expression in E females (Fig. 2). These male tissue-specific differentially expressed genes are either uncorrelated or negatively correlated with expression levels in other tissues (Figs. A1, A2), and therefore, it is unknown in which tissues these genes might be expressed in *D. pseudoobscura* females.

**Figure 2:**
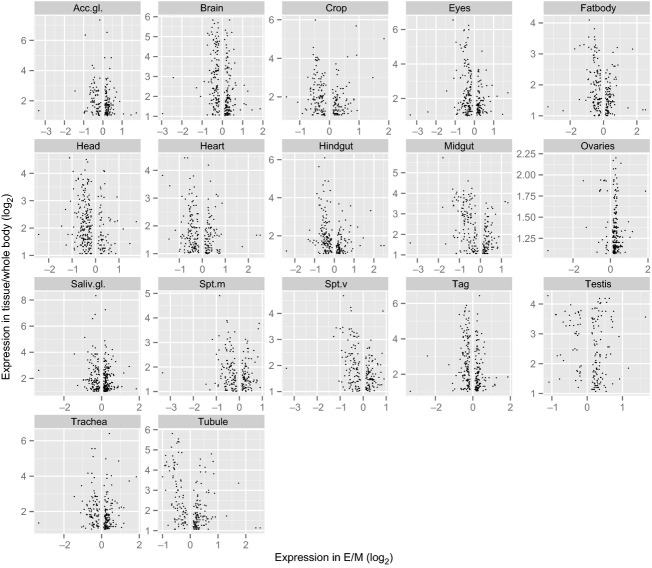
Differential expression of genes between polyandrous (E) and monandrous (M) females by tissue type (tissue-specific expression data from FlyAtlas).

Changes in levels of tissue-specific gene expression could reflect changes in gene regulation, copy number of relevant genes, or the relative amount of tissue. One possible explanation for our findings is differences in tissue allocation, for example, if E females have more ovary tissue material than M females as a response to evolution under polyandrous conditions. To examine this, we counted the numbers of ovarioles in available samples of females from each treatment from the same generation as the microarray samples. There was no significant difference in ovariole number between the selection treatments (fitted means from a GLM = 38.89 for E females, 36.90 for M, pooled s.e. 1.70; *F*_1,68_ = 1.38; *P* = 0.245). Previous work has demonstrated no difference between treatments in the size of female sperm storage organs (Crudgington et al. 2009; Snook et al. 2010). However, we did find a significantly higher number of eggs per ovariole in E than in M females (fitted means from GLM = 1.50 for E and 0.89 for M, pooled SE = 0.23; *F*_1, 44_ = 9.26; *P* = 0.0039).

Using a previous dataset describing sex-biased gene expression in this species (Jiang and Machado 2009), we found disproportionate numbers of normally sex-biased genes among the differentially expressed genes in females: 1595 genes (70% of those that showed differential expression) were sex-biased with a 37% excess of normally female-biased, a 9% excess of normally male-biased genes, and a 32% deficit of normally unbiased genes (*χ*^2^_(2)_ = 207.6, *P* < 0.0001, Fig. 3). We further analyzed this to ask whether sexual selection treatment resulted in differences in either the number of differentially expressed genes or the relative magnitude of expression change, for each gene category. E and M females showed opposing patterns of expression changes among these sex-biased genes in terms of gene numbers; more normally, female-biased genes were upregulated in E compared to M females (*χ*^2^_(1)_ = 290.7, *P* < 0.0001, total gene number for E = 872; for M = 124), whereas more normally male-biased genes were upregulated in M compared to E females (*χ*^2^_(1)_ = 280.6, *P* < 0.0001, total gene number for M = 432; for E = 167). These patterns are not only caused by genes enriched in the female reproductive tissues; they are at least as pronounced among normally sex-biased somatic genes (*χ*^2^_(1)_ = 119.1, *P* < 0.0001; male-biased: *χ*^2^_(1)_ = 131.7, *P* < 0.0001, Fig. 4; gene numbers are counted from ortholog data using FlyAtlas, Chintapalli et al. 2007). Thus, these results suggest that more of both female reproductive tract and somatic tissue female-biased genes are upregulated in the experimental polyandrous females. 

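The wild-type sex bias calls were used here only for the genes of Table 1, where the paper prints them gene by gene. The copy of Table S1 used here paired 42 genes of Table 1 with a prediction. Among them, 18 of 21 female-biased genes were higher in E virgin females, against 2 of 7 male-biased genes and 9 of 14 unbiased genes. The direction of the difference was associated with female against male bias (Fisher's exact test, two-sided, P = 0.00947). The paper chose these genes for their significance on the same 12 samples. The test therefore describes the paired genes alone. It does not cover all 50 genes of Table 1, nor all differentially expressed genes, whose sex bias was not analysed here.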

Monandrous M females on the other hand have evolved higher expression in a greater number of normally male-biased genes (Fig. 4), enriched in a variety of somatic tissues including the head, gut, and fatbody (see above, Table A2).

**Figure 3:**
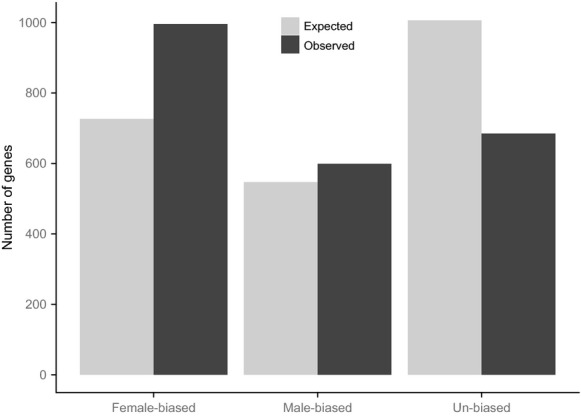
The numbers of observed and expected sex- and unbiased genes among the differentially expressed genes between the polyandrous and monandrous females (*χ*^2^_(2)_ = 207.6, *P* < 0.0001). Expected numbers are based on the patterns observed for *D. pseudoobscura* in Jiang and Machado (2009).

**Figure 4:**
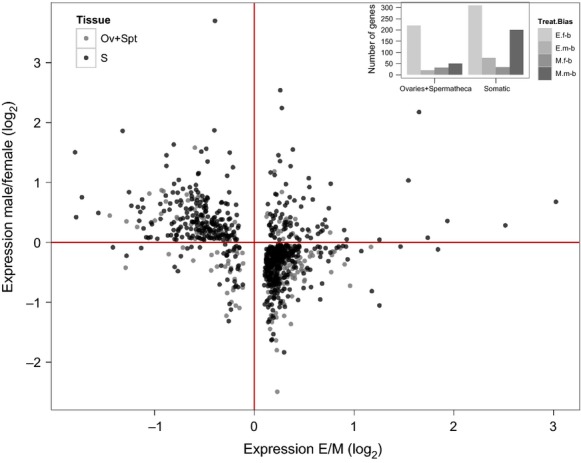
Main figure: Gene expression difference between polyandrous (E) and monandrous (M) females by sex bias, separately for somatic (S) and ovary- + spermathecae-enriched genes (Ov + Spt). Insert: the numbers of differentially expressed genes upregulated in E and M treatment (Treat) by sex bias status (E.f-b = E female-biased; E.m-b = E male-biased; M.f-b = M female-biased; M.m-b = M male-biased) separately for somatic and female reproductive tissues. The figures show how the relative difference in the upregulation of female- and male-biased genes is seen for both female reproductive tract- and somatic-tissue-enriched genes. Tissue data from FlyAtlas (Chintapalli et al. 2007).

Interestingly, this overall pattern (M females upregulating relatively more male-biased genes and E females upregulating female-biased genes) does not hold for the few hundred male-specific tissue-enriched genes (testis and accessory glands). These genes are significantly overrepresented among the normally male-biased genes upregulated in E (*χ*^2^_(1)_ = 4.4, *P* = 0.03) but underrepresented among those upregulated in M females (*χ*^2^_(1)_ = 9.3, *P* = 0.002), relative to somatic male-biased genes (Table A2).

In addition to the number of genes, we also tested whether the magnitude of differences in gene expression changes in each gene category differed between the treatments. For each differentially expressed gene, we categorized which treatment upregulated that gene. We then categorized whether these genes were normally male-biased, female-biased, or unbiased and averaged the logfold expression difference of the treatments across genes for each category. We found that, regardless of sexual selection treatment, normally male-biased genes had a greater average *difference* between treatments compared to both female- and unbiased genes (Fig. 5). However, we also found that genes with higher expression in M females exhibit greater average expression differences relative to E females across all gene categories, and particularly for normally male-biased genes (Fig. 5). 

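The average absolute log2(E/M) was 1.056 (SEM 0.0553 over 225 genes) among genes with higher expression in M virgin females and 0.743 (SEM 0.0346 over 214 genes) among those with higher expression in E, a difference of 0.313. Genes are not independent replicates, so no P-value is given for it. The difference was 0.276 when the same genes were measured in selection replicate 1 alone and 0.351 in selection replicate 2 alone, so that it was larger than its spread between replicates (SD 0.0532). The medians were 0.789 in M and 0.591 in E. When the genes were parted into 4 equal groups by mean intensity, the average was larger for genes higher in M in every group, by 0.164 in the dimmest and by 0.376, 0.361 and 0.389 in the others. The medians of the groups differed by 0.0204, 0.0168, 0.265 and 0.335, from the dimmest to the brightest. Both averages are raised by the choice of the genes on the same samples. For genes called in one selection replicate, the difference in the called direction was then taken from the other replicate, with a change of direction counted as negative. This signed average is another quantity than the absolute one above. It was larger for genes higher in M by 0.113 (called in replicate 1) and by 0.0519 (called in replicate 2). The split by wild-type sex bias was not analysed here.

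**Figure D3:**
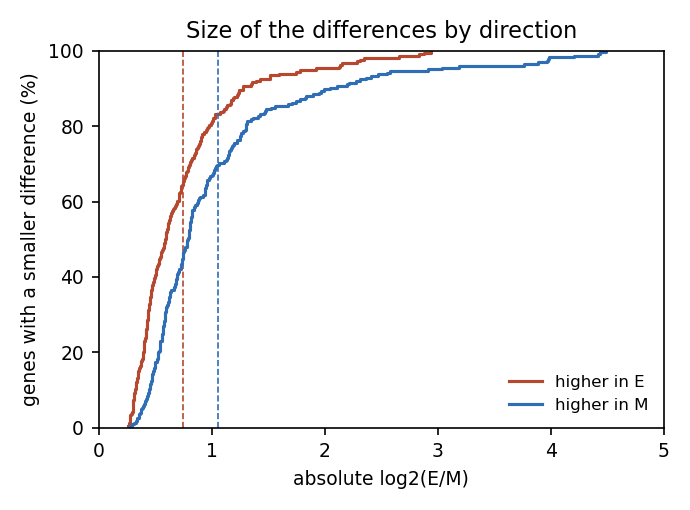
Cumulative percentage of differentially expressed genes (y axis) with an absolute log2(E/M) smaller than the value on the x axis, red for the 214 genes higher in E and blue for the 225 genes higher in M. Dashed lines are the averages, 0.743 and 1.056. The blue curve runs to the right of the red one for most of its length.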

The genes enriched in male-specific tissue are no exception (result not shown). Thus mating system variation results in both the number of differentially expressed genes and the magnitude of such change, although this depends on sexual selection treatment; E females have a greater number of female-biased genes that are upregulated compared with M females, whereas M females have a greater magnitude of change in those female-biased genes that they upregulate.

**Figure 5:**
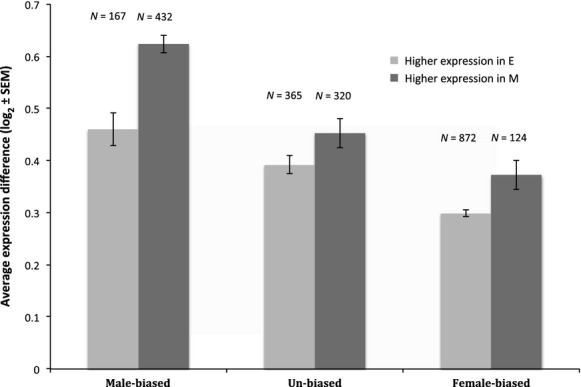
The average expression magnitude difference (with ±SE) between M and E females by sex bias (as defined in the wild-type), separately for the genes that show higher expression in E and in M.

To determine the putative direction of evolutionary change in the naturally sex-biased gene expression in females due to mating system manipulation, we compared the expression levels of E and M females to those of the wild-type females (from the original study of sex bias, Jiang and Machado 2009) who have natural levels of polyandry. The level of expression of the 996 female-biased and 599 male-biased differentially expressed genes is changed in opposite directions for E and M, such that the wild-type (WT) expression pattern is intermediate to both mating system manipulations (Fig. 6A–B). Hence, the experimental female types differently upregulate the sex-biased genes relative to WT: E females upregulate a significantly greater proportion of the normally female-biased genes than of the normally male-biased genes (*χ*^2^_(1)_ = 29.3, *P* < 0.0001, Fig. 6C). The reverse is true for M females who upregulate a significantly lower proportion of the normally female-biased genes than of the normally male-biased genes relative to WT (*χ*^2^_(1)_ = 31.7, *P* < 0.0001, Fig. 6C). Thus, these results indicate that both E and M females have diverged away from the wild-type pattern. Many methodological differences (e.g., age of flies, temperature, RNA processing) as well as population divergence can result into differences in gene expression between our experimental females and wild-type females of Jiang and Machado (2009). However, such factors are unlikely to confound our interpretation, because our experimental females differ from the wild-type to *opposite* directions for the genes tested, rather than to the same, which would be predicted by methodological or population differences.

**Figure 6:**
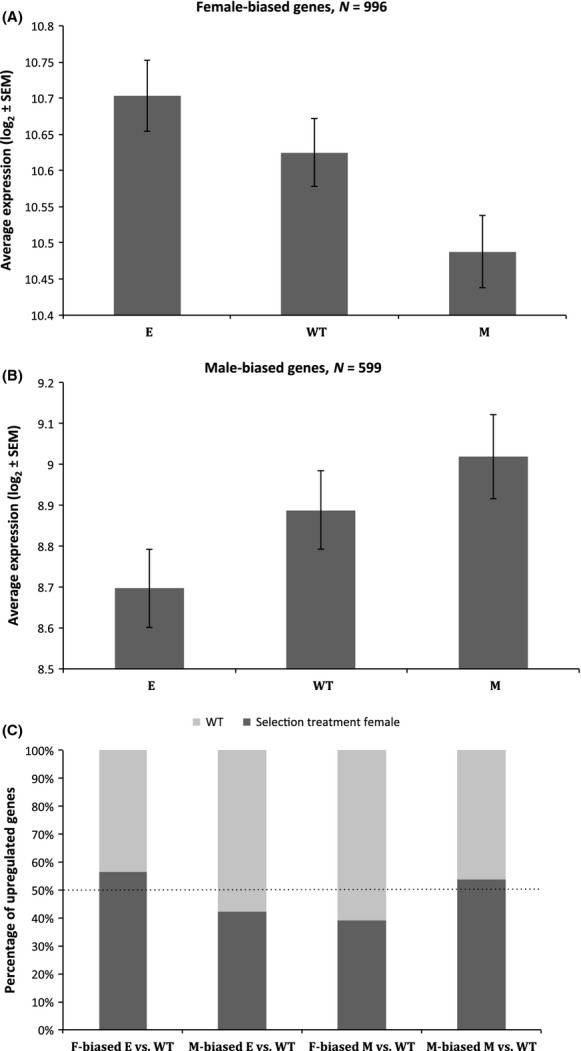
Expression patterns between experimental and wild-type females for the differentially expressed genes of E and M that have a sex-biased status in the wild-type. Average expression in each female type for the female-biased genes (A) and male-biased genes (B). Percentage of the female-biased (F) and male-biased (M) genes upregulated in each of the selection treatment female groups relative to the wild-type (C).

Theory predicts that female-beneficial alleles should accumulate on the X chromosome (in an XY system), because X-linked loci spend two thirds of their time in females (Rice 1984). In accordance with this, studies of *Drosophila,* including *D. pseudoobscura* (Jiang and Machado 2009), have found enrichment of female-biased genes on the X (Ellegren and Parsch 2007; Meisel et al. 2012). We tested whether female-biased genes in females that respond to mating system variation predominantly reside on the X, but found no support for this on either the ancestral XL arm or the neo sex chromosome XR (Exact binomial test: XL: *P* = 0.53, *N* = 177; XR: *P* = 0.67, *N* = 192). Likewise, differentially expressed female-biased genes did not show any significant disproportionate patterns on autosomes (2nd: *P* = 0.09, *N* = 252; 3rd: *P* = 0.90, *N* = 177; 4th: *P* = 0.21, *N* = 154). For male-biased genes, we found a deficit on the 4th chromosome but no other significant patterns (XL: *P* = 0.52, *N* = 79, XR: *P* = 0.51, *N* = 89, 2nd = 0.10, *N* = 166; 3rd: *P* = 0.53, *N* = 119; 4th: *P* = 0.04, *N* = 116). For unbiased differentially expressed genes, there was a significant deficit of genes on the neo sex chromosome XR but no other deviations (XL: *P* = 0.13, *N* = 101, XR: *P* = 0.01, *N* = 71, 2nd = 0.07, *N* = 86; 3rd: *P* = 0.11, *N* = 91; 4th: *P* = 0.54, *N* = 72).

## Discussion

We compared the gene expression between experimentally evolved monandrous and polyandrous virgin females to test how selection from mating system variation affects the female transcriptome. Our results demonstrate that evolution of the female transcriptome occurs rapidly, with 14% of the transcriptome changing in expression pattern after only 100 generations of selection. Comparison with a wild-type population suggests that these changes occur in both monandrous and polyandrous females.

In order to characterize the genes involved in response to mating system variation, we used information on tissue (Chintapalli et al. 2007) and functional (Chintapalli et al. 2007; Huang et al. 2009) enrichment from *D. melanogaster* and sex-biased gene expression in wild-type *D. pseudoobscura* (Jiang and Machado 2009). Genes likely to be normally female-biased are over 30% more common than expected among the differentially expressed genes, and majority of these are upregulated in polyandrous females relative to monandrous. In contrast, genes upregulated in monandrous females relative to polyandrous are more likely to be male-biased. A striking exception to this pattern is that, while genes enriched in male-specific tissues are underrepresented overall among the differentially expressed genes, such genes show higher relative expression in polyandrous females. Hence, we have demonstrated using experimental evolution that targets of altered sexual selection regimes in females disproportionately include genes that are normally sex-biased in expression.

In addition to the total number of genes that were differentially expressed between treatments, we also examined the magnitude of change in these genes that were categorized as normally male-, female-, or unbiased. We found that monandry generally results in a larger magnitude of upregulation for all differentially expressed gene categories. Thus, monandry has selected for both greater numbers of normally male-biased genes being more highly expressed relative to polyandrous females but also resulted in a greater magnitude of change across all responsive genes. In contrast, polyandry has selected for higher expression in more genes that are normally female-biased with the exception of genes that are normally enriched in male reproductive tissues, where most of these were upregulated in polyandrous females. The function of such normally male-biased genes in females is clearly of great interest. One explanation may be that they are expressed indirectly due to greater sexual selection on polyandrous males, and thus, the changes we observe in females may reflect not only female-specific evolutionary responses but also potentially divergent intersexual genetic correlations.

We find that ovary-enriched genes are overrepresented among the genes with higher expression in polyandrous females, whereas many adult somatic tissues, including head, fatbody, and gut, are overrepresented among the genes upregulated in monandrous females. These patterns suggest that changing the strength of sexual and sex-specific selection may have changed the relative investment into the reproductive and somatic tissues in females or processes regulated in these tissues. In support of this, we find that polyandrous virgin females have a higher number of eggs per ovariole than monandrous females (but no difference in the number of ovarioles). Previous work has shown that polyandrous E females have higher fecundity than M when mated to nonexperimental males (Crudgington et al. 2005). Our finding suggests these differences likely arise from initial difference in the investment to egg production and not (only) in response to mating. Differential expression of mitosis- and meiosis I-related genes in the ovaries reflects this. Some of the genes are also likely involved in maternal provisioning of mRNAs and proteins into the developing eggs (Preuss et al. 2012). Genes involved in transcription of mRNAs transferred into unfertilized eggs are often female-biased but intriguingly can also involve some commonly associated with male reproduction (Preuss et al. 2012), which can offer another explanation for our finding that polyandrous females upregulate some male tissue-enriched genes.

Sex-specific gene regulation is thought to “resolve” intralocus sexual conflict (Ellegren and Parsch 2007), which we would expect to be greater in the polyandrous lines. Overall, we found more normally female-biased genes and fewer normally male-biased genes, upregulated in experimental polyandrous females, consistent with this hypothesis. Wild-type females appear intermediate in expression between the E and M females, likely because E and M females have evolved in opposite directions from each other. Studies of gene expression patterns in males of these lines are necessary to assess fully the patterns of sexual dimorphism in the transcriptome. Hollis et al. (2014) found reduced sexually dimorphic gene expression in polyandrous *D. melanogaster* males and females compared to experimental monogamy individuals and concluded that monandry allows females to evolve closer to an optimum (more feminized) gene expression pattern when intralocus sexual conflict is reduced. Our finding of higher expression of female-biased and lower of male-biased genes in E females contrasts with this. Both species experience interlocus sexual conflict under polyandrous conditions (Holland and Rice 1998, 1999; Crudgington et al. 2005, 2010), but they differ in other consequences of polyandry. For example, female *D. pseudoobscrua* (Gowaty et al. 2010), but not *D*. *melanogaster* (Brown et al. 2004), benefit from multiple mating. They may also differ in the extent to which the sexes experience genetic correlations in sex-biased gene expression and thus how “free” the sexes are to evolve independently. We encourage more work to identify the fitness consequences of evolution under different mating systems for females and the mechanisms mediating these, before general conclusions about how females respond to variation in mating systems can be made.

## Summary

Here, we show that selection from sexual interactions with males shapes the female transcriptome, with virgin female gene expression changing rapidly under altered mating systems. Some of the expression changes could be affected by genetic correlations between the sexes, because we find higher expression for genes enriched in male reproductive tissues in polyandrous females. However, most of the patterns we observe are more compatible with sex-specific selection acting on females. The expression changes are more numerous for female-biased genes with a strong signal from the ovaries. Monandrous females show reduced expression in the ovaries and processes related to mitosis and meiosis and higher expression in the head and gut associated with visual perception and metabolism, respectively. These patterns suggest changes in the relative investment between reproductive and somatic processes, and in support for this, we find that polyandrous virgin females have higher relative number of eggs in the ovaries compared to monandrous (but no differences in the amount of ovary tissue). Previous studies comparing the patterns of molecular evolution of sex-biased genes between species have suggested faster evolution of male-biased genes due to sex-specific selection on males (Ellegren and Parsch 2007; but see Mank et al. 2007; Zhang et al. 2007). However, sex-specific selection arising from mating system variation should also have a strong effect on females and play a fundamental role in driving different patterns of genome expression between the sexes (Mank et al. 2013). The rapidity and extent of the transcriptome changes observed in this study show that “fast female” evolution can also occur.

## Appendix

**Table A1:** Tissue enrichment patterns among all the differentially expressed genes of polyandrous and monandrous females

Tissue	Chisq	Obs	Exp	Bonf p-val	Enrichment
Accessory glands	18.9	201	260	0.0002	UNDER
Adult fatbody	0.2	209	202	n.s.	
Brain	0.2	269	262	n.s.	
Crop	0.006	220	221	n.s.	
Eye	6.6	236	204	n.s.	
Head	0.3	277	286	n.s.	
Heart	1.5	210	226	n.s.	
Hindgut	8.7	247	210	0.053	OVER
Spermatheca mated	0.8	199	188	n.s.	
Midgut	5.5	232	203	n.s.	
Ovaries	2.1	241	261	n.s.	
Salivary gland	10.7	288	244	0.02	OVER
Thoracic ganglion	0.5	254	245	n.s.	
Testis	17.2	165	218	0.0006	UNDER
Tubule	3.2	205	183	n.s.	
Trachea	9.8	209	173	0.03	OVER
Spermatheca virgin	52.6	193	297	7.1E-12	UNDER

**Table A2:** Tissue enrichment of the differentially expressed (DE) genes among polyandrous (*E*) and monandrous (*M*) females. The expected numbers are based on the numbers of genes enriched in each tissue in the FlyAtlas dataset. *Deviation from 1:1*: tests for differences in the relative proportion of genes up-regulated in polyandrous and monandrous females out of all DE genes enriched in that tissue. For example, there are 165 differentially expressed genes that are enriched in the testis, of which 121 are up-regulated in E and 44 in M. This test compares whether their respective proportions out of the total number of 165 genes differ from one another

TEST	DE genes with higher expression in E				DE genes with higher expression in M				Deviation from 1:1	
			
Tissue	Obs.	Exp.	*χ*^2^	Bonf *P*-value	Obs.	Exp.	*χ*^2^	Bonf *P*-value	*χ*^2^	Bonf *P*-value
Accessory glands	**121**	140	3.2	n.s.	80	84	0.15	n.s.	15.9	0.001
Adult fatbody	94	122	8.2	0.07	115^1^	76	24.0	1.62E-05	3.8	n.s.
Brain	139	177	10.8	0.02	130	108	5.8	n.s.	0.5	n.s.
Crop	100	136	12.0	0.009	120^1^	84	18.6	0.0002	3.3	n.s.
Eyes	93	139	19.7	0.0002	**143**^1^	88	43.1	8.80E-10	20.3	0.0001
Head	77	157	53.6	4.08E-12	**200**^1^	102	121.8	4.39E-27	107.5	5.98E-24
Heart	89	104	2.4	n.s.	**121**^1^	65	56.7	8.63E-13	9.2	0.04
Hindgut	100	126	6.6	n.s.	**147**^1^	80	70.4	8.24E-16	17.1	0.0006
Spermatheca mated	89	123	11.8	0.01	110	77	17.5	0.0005	4.0	n.s.
Midgut	95	122	7.4	n.s.	**137**^1^	77	57.2	6.70E-13	14.5	0.002
Ovaries	**215**^1^	155	30.5	5.60E-07	26	85	51.3	1.36E-11	293.3	1.61E-64
Salivary gland	**172**	194	3.3	n.s.	116	116	0.002	n.s.	21.0	7.78E-05
Thoracic ganglion	124	165	13.7	0.004	130^1^	102	10.1	0.02	0.2	n.s.
Testis	**121**	162	13.7	0.004	44	95	35.2	5.09E-08	70.0	1.00E-15
Tubule	113	113	0.00007	n.s.	92	72	9.6	n.s.	3.9	n.s
Trachea	**122**	120	0.02	n.s.	87^1^	68	3.7	0.03	11.1	0.01
Spermatheca virgin	90	115	6.4	n.s.	103^1^	71	17.4	0.0005	1.5	n.s.

1 Indicates overrepresentation in tests for E and M.

Bold text highlights the female selection type that shows significantly higher relative proportion of up-regulated genes in the focal tissue.

# Supplementary material for: Mating system variation drives rapid evolution of the female transcriptome in Drosophila pseudoobscura
**Source:** Ecol Evol. 2014 May 6;4(11):2186–201. doi: 10.1002/ece3.1098
**Supplement:** Supplementary file 2

**Mating system variation drives rapid evolution of the female transcriptome in *Drosophila pseudoobscura***

Immonen, E., Snook, R. R., Ritchie, M. G.

**Legends for Supplementary Tables**

(file: ‘Tables_S1-S14_Immoenetal.xlsx’)

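The copy of Table S1 used here held the first 1999 of the paper's 2280 genes differentially expressed, 1238 with higher expression in E and 761 with higher expression in M, and no test was run on this part of the list. The table gives for each gene the log2(E/M), the average intensity, the moderated t-statistic and its adjusted P-value. It also pairs the GA number of a gene with the number of its prediction, and all 1999 had a prediction on the array. In the 12 virgin samples as analysed here, 1992 of the 1999 had the listed direction.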

**Table S1.** All the differentially expressed genes between experimentally evolved polyandrous (E) and monandrous (M) females of *D. pseudoobscura*.

**Table S2-12**. Clusters of enriched functional annotation terms (DAVID) for all the differentially expressed genes by tissue. The tissues presented are those identified as significantly overrepresented among the up-regulated genes either in E or in M relative to the other female (Table A2, marked with*).

**Table S13**. Clusters of enriched functional annotation terms (DAVID) for all the differentially expressed genes up-regulated in E females relative to M females.

**Table S14**. Clusters of enriched functional annotation terms (DAVID) for all the differentially expressed genes up-regulated in M females relative to E females.

How the deposited data were processed for this re-analysis (not part of the article)

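Gene expression was measured in whole females of *D. pseudoobscura* from 4 populations, 2 kept under elevated polyandry (E1, E2) and 2 under enforced monogamy (M1, M2) for 100 generations. Each sample was a pool of 5 females. The paper reports on 12 samples of virgin females. The deposited data also hold 24 samples of mated females, 6 of each combination of the female's regime and her mate's regime, so that all 36 arrays fall into 6 conditions of 6 samples, 3 from each population. By their labels all 24 mated samples were taken 24 hours after mating. Results from the mated samples are given only in the closing section. The labels of the samples write P for the polyandrous regime, which the paper calls E. A sample is named by its condition, its selection replicate and its biological replicate.

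Every sample was hybridized to its own 1-color Agilent array. The authors deposited the intensity of each spot as the scanner software gave it, the mean over the spot's pixels and the median of the local background, without normalization. The deposited log2 values of the series table are the authors' background-corrected and normalized values of the same arrays, 39873 probes in all. That table's scale was checked against the scanner output: all 36 columns were most correlated with their own array (r 0.906 to 0.983 after probe means were removed, against at most 0.797 with another). It lacked the 1528 *D. persimilis*-specific probes and 1 probe for the Y chromosome. It was used as an alternative, and 0 of its columns were left unused. The arrays lay on 9 slides scanned on 2 days.

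The settings followed the paper's methods where they state them. Mean spot intensities were corrected for the median local background with normexp (method mle, offset 0) in limma 3.58.1 with statmod 1.5.0 in R 4.3.3, control spots and spots marked as outliers (0 to 15 per array) were removed, and log2 values were normalized by quantile, virgin arrays together for the comparison of virgin females and all 36 arrays together for comparisons with mated females. The *D. persimilis*-specific probes were then left out and the probes of a gene prediction were averaged on the log2 scale, which left 18771 predictions, 2 of them with a missing value. No filter on dim genes was applied. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used to read the arrays and draw the figures.

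Differential expression was tested with lmFit and eBayes of limma, with the population as a random block through duplicateCorrelation and the Benjamini-Hochberg adjustment at a false discovery rate of 0.05. The methods name the replicate of the selection regime as the random factor. This was read as the population nested in its regime, and the other readings were run as alternatives. Virgin females were compared on the 12 virgin arrays. Comparisons of mated females, of the response to mating and of mates used 1 model of all 36 arrays with 6 groups, since the groups come from the same 4 populations. The tests, the alternatives and the rule for the genes named were fixed before the data were examined, except where an alternative or a test is said to have been chosen later. The rule named the 5 genes of Table 1 with the largest printed increase and the 5 with the largest printed decrease, the Table 1 genes annotated with mitosis, visual perception, circadian rhythm or lipids, and the 3 genes with the largest increase and the 3 with the largest decrease in each comparison among genes called, not overlapping between groups and equal in direction in both selection replicates. Of the latter, few predictions without a GA number are printed.

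Between 74.3% and 81.7% of the 41402 non-control spots were well above background on each of the 36 arrays, and 0 were saturated. The number of arrays and populations limits the precision. With 4 populations the parting by regime is 1 of 3 partings, so that no permutation of populations can reach a small P-value.

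The models were tested on simulated arrays with the real spread of 18768 genes, 200 of them changed by a log2 of 1. With a simulated correlation of 0.25 within populations, the comparison of E and M virgin females recovered 84.5% of the changed genes, and 9.63% of its calls were unchanged genes. The correlation was underestimated in this simulation, at 0.153, and with a simulated correlation of 0.4 it was estimated at 0.298 and 12.4% of the calls were unchanged genes. The comparison of E and M mated females recovered 93.5% with 14.6% of calls unchanged, the response to mating 97.0% in E and 96.0% in M with 3.96% and 3.03%, and the difference between these responses 92.5% with 7.5%. In these simulations, comparisons between regimes held more false calls than the nominal rate, and those of the response to mating in a regime did not.

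Other tests were Fisher's exact test for the direction of Table 1 genes by sex bias, a permutation of the calls among genes (10000 permutations) for genes next to each other, exact permutation tests for single values per sample, and regroupings of the arrays (100 per comparison, the real grouping included, with the correlation within populations taken from 1000 genes). An array was set apart from the others of its condition by the gap to its nearest neighbor over the range, against a critical value of 0.625 for 6 arrays.

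The alternatives were an offset of 50 in the background correction, the scanner's processed signal scaled to each array's 75th percentile, that scaling in place of quantile, the deposited log2 values, virgin arrays normalized with all others, a filter asking for a probe well above background on 6 arrays, other blocks or none, population means, slide and scan day as blocks, a trend in eBayes, the median over probes, an earlier removal of the *D. persimilis* probes, and each population, each selection replicate and each virgin array left out in turn. Tests of tissue enrichment, gene ontology, sex bias beyond Table 1, chromosome and wild-type females need data that were not used here.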

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

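The tests of M virgin 1-2, the results without that sample, the regrouping for the interaction of mating and regime, the tests of ejaculate RNA in M females and in genes lower after mating, the tests of slide for the response to mating in M females and those of slide, scan day and population for the comparison of E and M mated females were chosen only after the result was seen.

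One sample stood apart repeatedly. Among 142 groups of 6 arrays tested, 118 for the values of named genes and 24 for measures of the arrays, 12 held a value apart from the other 5 by the gap over the range, where chance gives about 5% of groups. M virgin 1-2 accounted for most of them, with normalized log2 intensities of 7.46 in GA16027 (the other M virgin samples 5.52 to 6.12), 7.813 in GA19985 (7.06 to 7.33), 7.11 in GA25504 (10.30 to 11.03), 6.07 in GA29241 (7.29 to 7.74), 6.16 in GA25502 (9.58 to 10.90), 6.38 in GLEAN_19859 (9.24 to 9.93), 7.62 in GLEAN_19857 (10.58 to 11.29) and 7.91 in GLEAN_13169 (7.32 to 7.50). The first 7 of these genes were called between E and M virgin females, and in each of them the sample lay between the regimes. These flags are not independent, since they come from a single array.

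Technical explanations for M virgin 1-2 were tested over genes that vary between populations, with the mated samples as the reference. Its correlation with the mated samples of its own population, over the 500 genes that vary most between populations, was 0.503, against 0.583 to 0.910 for the other 35 samples, and its correlation with E2 was 0.0409, against -0.537 and -0.540 for the other M1 virgin samples. A wrong label for the whole sample is argued against, because its own population still had the highest correlation (0.503). A poorly measured array is argued against as well, since 77.3% of its spots were well above background, within the 74.3% to 81.7% of the others. A mixture with RNA of another population, in the tube or from another array of its slide, is not excluded. If all genes shifted by a common share, the shift would vary little between genes. Over the 86 genes higher in E2 than in M1 the shift toward E2 had an interquartile range of 0.589, against at most 0.127 in 9 simulated mixtures, and over the 58 genes higher in E1 the shift toward E1 had 0.436 against at most 0.144. Over the 87 genes higher in M2 it was 0.208 toward M2, within the 0.246 of the simulated mixtures, but with a median shift of only 0.0489. The simulated mixtures assume the mean profile of a population, which a single pool of females need not have, and this keeps a mixture open. M virgin 1-2 shared its slide with E virgin 1-2 of E1, E mated to E 2-1 of E2 and M mated to M 1-2 of M1. The correlation of M virgin 1-2 with E1 was -0.0422, against -0.354 and -0.350 for the other M1 virgin samples. Also open, and untested, are females in this pool that carried variants also found in the E populations, and a difference in physiology or tissue. Without this sample, 403 genes were called between E and M virgin females, 352 of them among the 439, and all 439 kept their direction.

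The remaining flags on single arrays were GA11415 in E virgin 2-1, at 8.75 (the other E virgin samples 8.38 to 8.52), a median spot intensity of 239 in E mated to M 1-1 (the others 178 to 198), and 8 spots marked as outliers in M virgin 2-1 (the others 1 to 3) and 12 in E mated to M 2-2 (the others 1 to 5). Chance alone gives such flags in about 5% of groups, and no explanation was tested for these.

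The 24 samples of mated females are not reported in the paper. Between E and M mated females, 4072 of 18771 genes were differentially expressed (21.7%), 2358 higher in E and 1714 higher in M. GA22618 was higher in E by 3.16 (adjusted P = 2.57e-08, limma; well above background on 8 of 12 M arrays) and GA23326 by 2.67 (adjusted P = 1.65e-05), and GA25502 was higher in M with a log2(E/M) of -4.72 (adjusted P = 4.31e-07), with no overlap between the 12 E and the 12 M samples in these genes. For a grouping of single arrays chance is excluded, since in 100 regroupings of the arrays 1, the real one, gave as many genes, and the highest other gave 13. For whole populations, which can be parted in 3 ways, it is not excluded. Scan day and slide are argued against, with 4070 genes when scan day was a block and 3124 when slide was. Differences between populations unrelated to the regime cannot be told apart from the regime with 2 populations in each. Over the 24 mated arrays with population as a random block, the parting by regime gave 3305 genes and the other 2 ways of parting the populations gave 23 and 57. Without a block these were 7930, 2299 and 1606. The number without each population in turn ranged from 2564 (without E2) to 6034 (without M2). An effect of the regime is the hypothesis these values leave open, beside a chance difference of 2 pairs of populations.

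After mating, 560 genes changed in E females (244 higher and 316 lower after mating) and 1105 in M females (651 and 454). The division by direction was not stable. In M it was 148 higher and 213 lower without M1 (230 of these genes among the 1105) and 272 and 477 without M2 (365 among the 1105), and in E it was 348 and 305 with slide as a block and 265 and 240 with the processed signal. GA27437 had the largest change in both, an increase of 3.05 in E (adjusted P = 1.49e-11, limma) and of 4.99 in M (adjusted P = 6.81e-18). In E, GLEAN_15551 rose by 2.87 (adjusted P = 0.00139, from 0.00049 to 0.177 over the alternatives), and in M, GA10751 fell by 0.50 (adjusted P = 5.13e-05). In each of these genes the mated and virgin samples of the regime did not overlap. Chance is excluded for both, since 1 of 100 regroupings, the real one, gave as many genes, although in E another regrouping with most of the virgin samples together still gave 226. Scan day is argued against in both regimes, with 553 genes in E and 1076 in M when it was a block. In M, slide as a block left 22 genes called, yet the median change of the 1105 genes was 0.782 of that without the block, so a difference between slides is argued against as the whole cause. Slide 9 held 4 mated M samples and no other, and without it 532 genes were called, 507 of them among the 1105, and the median change of the 1105 was 0.982 of that with it. Leaving out M virgin 1-2 gave 1256 genes in M, 949 of them among the 1105. In E the number fell to 23 without E1 and to 9 without E2. All 560 genes kept their direction in both fits, at a median 0.934 of their size without E1 and 1.07 without E2. Fewer samples alone lower the number, so the fall does not show that the response depends on the population. RNA of the mate's ejaculate is argued against for the genes lower after mating, 316 in E and 454 in M, since added RNA raises transcripts and lowers the others at most by a common dilution. Their median change was -0.52 in E and -0.22 in M, against 0.0028 and -0.0153 over all genes. For the genes higher after mating it is not excluded. The forward strand of 50 Y gene probes over their reverse strand differed by -0.0232 (log2) between mated and virgin E females (exact permutation test, two-sided, P = 0.479) and by 0.0481 in M (P = 0.191). These probes need not represent RNA of an ejaculate, which may lack Y transcripts, and this keeps the explanation open for them. A response of the female to mating is the biological hypothesis, and for the genes higher after mating it was not tested apart from the ejaculate. The age of the mated females was not known here, and a difference in age or handling from the virgin females was not tested.

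The response to mating differed between E and M females in 3 genes by the interaction of mating and regime (1971 at unadjusted P below 0.05). They are named because there are so few, after their values were seen. GA27437 rose less in E than in M, a difference of -1.94 (standard error 0.295, adjusted P = 0.00372, limma, and 0.00253 to 0.479 over the alternatives). Its log2 intensity was 7.94 ± 0.56 (SD, n = 6) in E virgins and 6.98 ± 0.32 in M virgins, against 11.48 ± 0.34 and 10.51 ± 0.48 in E females mated to E and to M males and 11.99 ± 0.47 and 11.95 ± 0.62 in M females mated to E and to M males. GLEAN_04099 changed by 0.097 in E and by -0.24 in M (adjusted P of the difference 0.0406, called in 5 of 16 alternatives), and GLEAN_15871 by -0.25 and 0.49 (adjusted P of the difference 0.0406, called in 1 of 15). For chance, the arrays were regrouped after the effects of regime and mating that E and M females share had been removed. With the real grouping counted, 2 of 100 regroupings gave as many genes, the other 6. Few groupings of single arrays thus reached the count of 3. Since another grouping gave more genes than the real one, chance is not excluded for that count. Nor is chance excluded for each of the genes. As with E against M, the 3 partings of whole populations are too few to exclude chance between populations, and on simulated arrays 7.5% of calls in this comparison were unchanged genes. The count was not stable. It was 0 with the processed signal, 1 without a block, 1 without M virgin 1-2, 15 without M2, and 0 without E1, E2 or M1, so that, of the 3 genes, only GA27437, called in 12 of 16 alternatives, was called in most of them. Both probes of GA27437 rose less in E (by 2.88 and 3.22) than in M (by 4.735 and 5.24), so that the difference does not rest on a single probe. E virgins also had the higher level, and whether the response or the level before mating differs between the regimes is open.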

How the results depend on the processing

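The models of all 36 arrays or of the deposited values with another block, the fits without each virgin array and those without M virgin 1-2 in mated females were chosen only after the result was seen.

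The number of genes differentially expressed between E and M virgin females (439, with 214 higher in E and 225 in M) stayed within 1.5 times in 19 of 37 settings, but the direction of these genes did not turn. The 439 kept it in 36 settings, and with dim genes left out the 437 still tested did. In several of these settings, such as other random blocks or none, population means and the trend, log2(E/M) is the same by design, so they do not test the direction. By normalization, an offset of 50 gave 700 genes (387 higher in E), the processed signal scaled to the 75th percentile 246 (60 in E, 24.4%, against 48.7%) and that scaling after normexp 112 higher in E (28.3%). The cause was not tested. With scaling by the processed signal, the average difference in size between genes higher in M and in E was 0.541.

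In this paragraph, on blocks and on the arrays in the model, the numbers in brackets are the genes higher in E, those higher in M and the mean absolute log2 difference of genes higher in M minus genes higher in E. Without a block 1762 genes were called (938, 824, 0.209). The selection replicate as a replicate block gave 1939 as a random block (1035, 904, 0.204) and 2313 as a fixed block (1221, 1092, 0.193), and biological replicate within selection replicate as a fixed block gave 1061 (474, 587, 0.162). Samples that share a number are not paired, since E and M samples with the same number were correlated by -0.067 to 0.290, above 0.1 in 3 of 6 pairs. Single values per population gave 0 genes (0 in each direction, with 1663 genes at unadjusted P below 0.05). A test of 2 against 2 has few degrees of freedom, but its result was not fixed in advance. Slide as a fixed block gave 1 (0 higher in E and 1 in M, with 1570 genes at unadjusted P below 0.05), where the comparison rests on the few slides with virgin samples of both regimes. The deposited values with selection replicate as a random block gave 2244 (1238, 1006, 0.185), those of 36 arrays without a block 2444 (1439, 1005, 0.204), and 36 arrays with population as a random block 911 (537, 374, 0.368).

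The fits without a selection replicate had no block, since a single population per regime was left. Leaving out populations, selection replicates or single arrays gave between 234 (without E virgin 2-1) and 2596 genes (without selection replicate 1), 104 to 1283 of them higher in E and 122 to 1313 higher in M, with a difference in size of 0.0562 to 0.424. That difference stayed above 0 in all 35 settings that gave genes in both directions. Of the 17 named genes, 0 were called with population means or slide as a block, 6 without selection replicate 2, 12 without E2 or M2, 15 with the processed signal, and 16 or 17 otherwise, and 0 were reversed. Of the 42 Table 1 genes, 34 were called with the processed signal. The share of called genes alike in both selection replicates (100%) and Fisher's exact test on Table 1 (P = 0.00947) did not move in 5 alternatives each, but the choice of the genes fixes both, so this is no sign of stability.

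Of the results in mated females, E against M gave 8053 genes without a block, 8610 and 8758 with selection replicate as a random or fixed block, and 8627 with biological replicate as a block. With the processed signal 41.9% of 4439 genes were higher in E, against 57.9% of 4072. The response to mating in E was 254 without a block and 317 with biological replicate as a block, and that in M was 476, 715, and 22 with slide as a block. The difference between the responses, 3 genes, became 0 with the processed signal and 1 without a block, with selection replicate as a random or fixed block, and with slide or scan day as a block. Populations left out, or M virgin 1-2, gave 2564 to 6034 genes for E against M, 9 to 608 for mating in E, 361 to 1256 for mating in M, 0 to 15 for the difference between them and 0 to 1 for mates in E or M. The cause of these changes was not tested.

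The tests of chromosome, of preset gene sets and of annotated genes alone were not run, since a table that places or names most of the predictions was not used here. On each array 74.3% to 81.7% of spots were well above background. A filter on dim genes kept 15940 of 18771 predictions and gave 407 virgin calls, and 1456 genes responding to mating in M females.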

Differences from the paper's values

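The 2 models of the deposited values, with selection replicate as a random block and of all 36 arrays without a block, were chosen only after the result was seen.

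The paper reports 2280 genes differentially expressed between E and M virgin females, and 439 were found here. Of the alternatives fixed before the data were examined, the number lies within 1.5 times the paper's without a block (1762), with selection replicate as a random block (1939) or a fixed block (2313), without E1 (2127) and without selection replicate 1 (2596), and in none of the other alternatives. Without selection replicate 1 a single population per regime was left and no block was used. Without E1 a single E population was left. In both, differences between populations entered the error little or not at all. The deposited values with selection replicate as a random block (2244) and the deposited values of all 36 arrays without a block (2444) come within it too, and both were chosen after seeing the values. The paper's 14% of the transcriptome is 2.34% here, and within 1.5 times in the same alternatives fixed before (9.39%, 10.3%, 12.3%, 11.3% and 13.8%) and in no other of them. The 2 models of the deposited values chosen after seeing the values, which gave 12.0% and 13.0%, come within it as well.

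By direction, the paper has about 1400 genes higher in E and about 880 higher in M in Fig. 5, read by eye and summed over its categories, against 214 and 225 here. Without a block there were 938 and 824, with selection replicate as a random block 1035 and 904, as a fixed block 1221 and 1092, without E1 1115 and 1012, and without selection replicate 1 1283 and 1313, all within 1.5 times. With biological replicate as a fixed block only the genes higher in M were within it (587). The other alternatives fixed before the data were examined were outside it for both. In the deposited values the numbers were 1238 and 1006 with selection replicate as a random block and 1439 and 1005 for all 36 arrays without a block, chosen after seeing the values.

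In Table 1, 11 of the 42 genes compared differ from the printed log2(E/M) by more than the standard error. The 22 alternatives fixed before the data were examined were set against the printed values too. The paper gives 1.34 for GA22618, which was 2.88 here and outside the error in all 22. Its value of 0.77 for GA12788, 1.42 here, and of -1.56 for GA27173, -2.04 here, were within the error only with the deposited values. Its -2.43 for GA25502, -4.43 here, was so only without selection replicate 2, and its -2.95 for GA29241, -2.55 here, with both settings that scale to the 75th percentile, with scan day as a block, and without E1 or selection replicate 1.

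The paper's 0.90 for GA23473, 1.12 here, its 0.89 for GA27664, 1.097 here, its 0.75 for GA20067, 0.91 here, its 0.69 for GA20664, 0.83 here, and its 0.64 for GA22876, 0.91 here, were within the error with both settings that scale to the 75th percentile and with the deposited values. For some of these 5 genes other alternatives did so too. They were slide as a block (all but GA20664), all 36 arrays normalized together and without E2 (GA27664, GA20067 and GA20664), scan day as a block (GA27664 and GA20664), without M2 and without selection replicate 2 (GA23473, GA27664 and GA20067), and without M1 (GA20664). The paper's -0.72 for GA18033, -0.85 here, was within the error with the deposited values, all 36 arrays normalized together, population means, slide or scan day as a block, and without E2, M2 or selection replicate 2. Each alternative was judged by its own standard error. With population means the log2(E/M) of GA18033 is the same by design, so only the error was wider. All other alternatives fixed before were outside the error for these genes. Over all 42 genes, 39 lie within 0.1 of the printed value with the deposited values, and 25 with the settings used here.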

Other observations

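The tests of slide and scan day in virgin females, of the model behind Table S1, and of shared virgin samples with the difference between mated females kept were chosen only after the result was seen.

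The 439 genes that differed between E and M virgin females were weighed against technical causes. For a grouping of single arrays chance is excluded, since of 100 regroupings of the 12 arrays 1, the real one, gave as many genes. The highest other, with 13, parted E2 and M1 from E1 and M2. The regime belongs to whole populations, however, and their 3 partings are too few to exclude chance at that level. Scan day is argued against, with 319 genes when it was a block, 295 of them among the 439. Slide as a block left 1 gene, but all 439 kept their direction at a median 0.941 of their size, so a difference between slides is argued against as the whole cause. A sequence variant under 1 probe as the whole cause is argued against for most of the called genes with different probe sequences. In 363 of these 367 (98.9%) all probes shared the direction, against 70.3% of 14875 genes tested. The choice of genes on the average of their probes favors a shared direction. A shared direction also leaves open that 1 probe carries most of a difference, as in GA29241 (-0.10 and -5.01). Called genes with 1 probe sequence were not tested. Differences between populations unrelated to the regime cannot be told apart from the regime, since 1373 genes differed between E1 and E2 and each regime has 2 populations.

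Differentially expressed genes lay next to each other more often than expected. Of 435 called predictions with a number, 28 (6.44%) were followed by a prediction called in the same direction, against 5.07 expected, 5.52 times as many (permutation test, 10000 permutations, P = 1e-04, the smallest they can give). Probe sequences shared between neighbors are argued against, since without pairs that share a stretch of 20 bases the excess was still 4.34 times. The longest run held 6 predictions higher in M, namely GA26666, GA26667, GA19482, GA26668, GA26669 and GA26670 (mean log2(E/M) -2.22). Another held GA25502 and GA25504 and the prediction between them (-3.75), and a run higher in E held GA27776, GA27775 and GLEAN_07670 (2.25). These runs were singled out after their values were seen. A hypothesis is that linked regions, or copies of a gene, differ between populations whatever their regime. Among the 435 genes with the smallest P between E1 and E2 the excess was 6.65 times, and between M1 and M2 12.6 times, which is consistent with it, and no excess here is peculiar to the regime. Coordinates were not used here, and prediction numbers stand in for the order of genes.

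Genes higher in M virgin females differed by more than those higher in E, by 0.313 on average. Dim genes as the whole cause are argued against, since the averages differed by at least 0.164 in each of 4 groups of mean intensity. The medians differed by 0.0204 and 0.0168 in the 2 dimmer groups and by 0.265 and 0.335 in the 2 brighter ones, so that by the median the difference lay in the brighter genes. A few genes with large differences could account for part of it, since the medians differed by 0.198. The choice of genes on the same samples cannot be told apart from a real difference, because in the selection replicate that did not choose the genes the signed averages in the called direction, another quantity than the absolute one, differed by 0.113 and 0.0519 and the medians by 0.00707 and 0.0779.

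Male RNA in the M samples was tested as an explanation for genes higher in M. Over 50 Y gene probes the forward strand exceeded the reverse strand by 0.29 in M and 0.26 in E (log2), a difference of 0.0314 (exact permutation test, two-sided, P = 0.411, n = 6). Over all 1050 Y probe pairs the difference was -0.0996 (exact permutation test, P = 0.00216, the smallest that 6 against 6 can give), with the lower value in M. Both tests take the samples as independent, although samples of a population are not, so their P-values do not cover chance between populations. A small share of male RNA, below what these probes resolve, is not excluded, which keeps the explanation open. A median of 32 of the 50 forward probes were well above background in samples of females, so these probes do not measure male RNA alone.

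The direction of the virgin differences was the same in mated females, which were other samples of the same populations, for 439 of 439 genes, and in both selection replicates for 434. The median ratio of mated to virgin log2(E/M) was 0.996. Across all genes, which are not independent replicates, 76.3% shared the direction (Spearman's rho 0.701). Between selection replicates the share was lower: 65.8% of the 641 genes called between E1 and M1 virgins had the same direction between E2 and M2 mated females, against 97.0% between E1 and M1 mated females. For the 2596 genes called between E2 and M2 virgins it was 78.4% and 98.3%. The virgin differences were thus shared more within a pair of populations than between pairs, and how much of that is the regime was not resolved with 4 populations.

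No gene passed the threshold for a difference by the regime of the mate: limma called 0 genes in E females (726 at unadjusted P below 0.05) and 0 in M females (780), and 0 or 1 in each alternative. With a count of 0, all 100 of 100 regroupings give as many by definition, so they tell nothing about chance. The highest other grouping gave 43 genes in E and 1425 in M, the latter with populations parted 5 to 1. On simulated arrays 96.0% of genes changed by a log2 of 1 were recovered in E and 95.0% in M, so changes of that size in many genes were not missed for lack of samples. Differences in few genes, or smaller ones, are not excluded, and in E females GA27437 differed by 0.98 between mates (adjusted P = 0.832, limma).

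The response to mating was shared in part. 204 genes responded in both regimes, all in the same direction, 356 were called only in E and 901 only in M, and 516 of the 560 in E had the same direction in M. A call in 1 regime alone does not show a difference between regimes, since the interaction was past the threshold in 3 genes. Across all genes, Spearman's rho of the response in E with that in M was 0.224.

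Whether E virgins lie toward mated females was tested by the correlation across genes of the virgin log2(E/M) with the response to mating. Spearman's rho was -0.0628 in E females and 0.121 in M females. The sign alone tells nothing, because both quantities share virgin samples. Simulated groups with no difference gave -0.367 (-0.385 to -0.346) in E and 0.368 (0.356 to 0.389) in M, and with the difference between E and M mated females kept they gave -0.190 (-0.206 to -0.174) and 0.190 (0.171 to 0.211). The observed values lie nearer 0 than either, and since the simulation draws genes independently, shared virgin samples cannot be told apart from a relation.

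The values of Table S1 were compared with several models, without its use as a gene list. Of the 1999 genes held here, the log2(E/M) of the deposited values lay within 0.001 of the listed value in 1847, and the listed mean intensity equaled the mean over all 36 arrays, mated females included, in 1845 and the mean over the 12 virgin arrays in 28, to the same tolerance. In 1 model of the deposited values of all 36 arrays without a block, chosen after seeing the values, the ratio of the listed t-statistics to those of the model had quartiles of 1.007, 1.020 and 1.028. With the deposited values of the 12 virgin arrays and selection replicate as a random block, also chosen after seeing the values, they were 0.858, 0.984 and 1.09, with population as a random block 1.09, 1.24 and 1.37, and with the scanner output of the 12 arrays and population as a random block 1.22, 1.38 and 1.55. The log2(E/M) of the deposited values does not depend on the block, so the 1847 tell nothing about the model. The mean intensities (1845) and the narrow range of the first ratios are consistent with a model of all 36 arrays. Such a model with a block was not run on the deposited values, so whether one was used is open.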
